A study of Sus scrofa with 9 samples. Its data were reported in "Characterization of the Altered Gene Expression Profile in Early Porcine Embryos Generated from Parthenogenesis and Somatic Cell Chromatin Transfer" (2014).

How the data were processed

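Hatched blastocysts (HB) of the pig were compared on 9 two-colour arrays. Each array held 1 pool of 5 embryos, labelled with Cy5, against a common reference pool of porcine oocytes and embryos from the germinal vesicle stage up to hatched blastocysts of day 11, before elongation, labelled with Cy3. The embryos were produced in vivo (IVV HB), by parthenogenetic activation (PA HB) or by chromatin transfer, a form of somatic cell nuclear transfer (CT HB), with 3 arrays per group. Dyes were not swapped. The IVV HB were flushed from inseminated animals, whereas PA HB and CT HB were cultured in vitro, so that origin, culture and age of the embryos changed together and cannot be told apart.

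The deposited values are log2 ratios of embryo pool over reference for 23971 probes of a porcine embryo array, with 0 missing values. The authors scanned both channels, subtracted the background and applied a global loess normalization within each array, and stated no scaling between arrays. Neither log base nor direction was written beside the values. The values were signed and centred near 0, with array medians from -0.11 to -0.03, as log2 ratios are. The direction was taken from the dyes and checked on 25 oocyte and maternal transcripts, which the reference pool should contain in excess. Their median over the 9 arrays was -2.12, with array medians from -2.74 to -1.26, and 19 of them lay below 0 on all arrays. The median of 29 trophectoderm genes lay between -0.12 and 0.21, so that values were read as embryo over reference. Spot intensities were not used here, so no probe could be set aside as lying near background. Whether spots of 1 probe had been averaged by the authors is not stated.

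The platform annotation gave 1 gene symbol to 10344 probes (43.2%), several to 0 and none to 13627. Of 2748 probes with an accession, 1567 were found in the RefSeq table of the Sscrofa11.1 assembly, which was used for names only, and 200 probes were renamed to current symbols. For 9 probes the accession belonged to a gene of another symbol and the annotated symbol was kept. Probes of a gene were averaged, which gave 7495 genes, 5687 of them with 1 probe and 1808 with 2 to 10. All named probes entered, and the study's rule for positive spots was not applied. No genomic positions were assigned.

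Group means of the 9 arrays were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with a prior of 5.47 degrees of freedom and an SD of 0.253 beside 6 residual degrees of freedom). P-values were two-sided and adjusted by Benjamini-Hochberg over all genes within a comparison. As in the study's methods, a gene was counted as changed at an adjusted p of at most 0.05 and a fold change of at least 2. PA HB and CT HB were each compared with IVV HB, and CT HB with PA HB. Because both first comparisons share the IVV HB arrays, the overlap of their genes was set beside that of 100 simulated data sets with unchanged groups and beside the product of both lists' sizes over the number of genes. Nothing states that the pools of 1 group came from separate collections or activation runs, so p-values measure the spread between these pools.

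Gene lists for pathways, embryonic lineages, oocyte transcripts, imprinted genes and markers of other cell types were tested with camera at a preset correlation of 0.01, adjusted over 37 lists per comparison. The correlation estimated from the arrays and the fry test were alternatives. The named genes followed 1 rule: the 10 largest rises and falls against IVV HB, and the 5 largest each way between CT HB and PA HB, among changed genes whose 3 arrays all lay beyond those of the other group (locus and open reading frame identifiers left out); every measured gene that the study examined singly; and up to 4 members with the smallest adjusted p of each list described. The groups, tests, lists, this rule and the other settings to be tried were fixed before the data were examined.

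The fit was tested on simulated data for the same 7495 genes, of which 200 were changed. Noise was normal, independent between genes and alike on all arrays, with the fitted SD of each gene. At a simulated log2 change of 1.5, 92% of 50 genes were recovered for PA HB against IVV HB, 94% for CT HB against IVV HB and 98% for CT HB against PA HB, and at changes of 2, 3 and 4 all were. Among 7295 unchanged genes, 3, 4 and 5 passed both thresholds in these comparisons. These shares and counts hold for that setting only, and do not measure how many real changes of such size were found.

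The other settings were a fit of the arrays compared alone, the replicate number as a block, centring, quantile and scale normalization between arrays, the median of probes, a fit per probe, leaving out the least variable 25% of genes, a robust prior, array weights, other thresholds, and each array left out in turn. Leaving out 617 probes that followed 1 common profile over the arrays was added after the data had been seen. Those probes were collected around the densest pattern among variable probes, without regard to the groups. Tables were prepared with Python 3.11.15 and pandas 2.3.3.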

Results

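Transcript levels were measured in hatched blastocysts (HB) derived in vivo (IVV HB), by parthenogenetic activation (PA HB) and by chromatin transfer (CT HB), with 3 pools of 5 embryos per group, each on 1 array against a common reference. Parthenotes carry no paternal genome, and CT embryos carry the genome of a somatic donor cell, so the comparisons ask how the transcriptome at hatching departs from that of embryos derived in vivo. The spread of the log2 ratios was wider in PA HB, with interquartile ranges of 0.85 to 1.03, than in IVV HB (0.55 to 0.67) and CT HB (0.58 to 0.66). Correlation across probes was 0.785 to 0.869 between IVV HB arrays, 0.816 to 0.898 between PA HB arrays and 0.839 to 0.887 between CT HB arrays. Between groups its median was 0.689 for IVV HB and PA HB, 0.701 for PA HB and CT HB, and 0.798 for IVV HB and CT HB. The first principal component held 53.9% of the variance and placed all PA HB arrays on 1 side, with IVV HB 2 as the nearest other array.

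**Figure D1:**
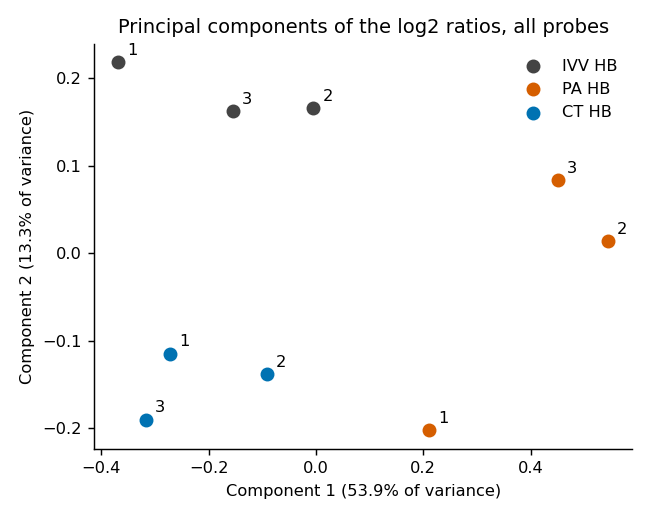
First and second principal components (53.9% and 13.3% of the variance) of the log2 ratios of all probes, with 1 point per array coloured by group and numbered by replicate. The 3 PA HB arrays lie at component 1 values of 0.21 to 0.54, above all IVV HB and CT HB arrays, of which IVV HB 2 has the highest value.

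Many probes of unrelated genes moved together over the arrays. A common profile was followed by 617 probes (2.57%), of which 245 were named and stood for 234 genes, among them *ASAP3*, *IL12A*, *LIPE* (hormone-sensitive lipase) and the acetyltransferase gene *KAT5*. Their median log2 ratio was 2.30, 3.44 and 3.52 on the PA HB arrays, 0.41, 1.15 and 0.07 on the CT HB arrays, and 0.37, 2.25 and 1.06 on the IVV HB arrays. The profile therefore varied within IVV HB almost as much as between PA HB and IVV HB, and less than between PA HB and CT HB. Genes with such a probe made up 40.6% of the genes higher in PA HB than in IVV HB (132 of 325), 0 of those lower in PA HB, and 181 of 362 genes lower in CT HB than in PA HB. A probe that follows the profile is on average higher in PA HB, so the direction of these shares was largely fixed in advance.

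**Figure D2:**
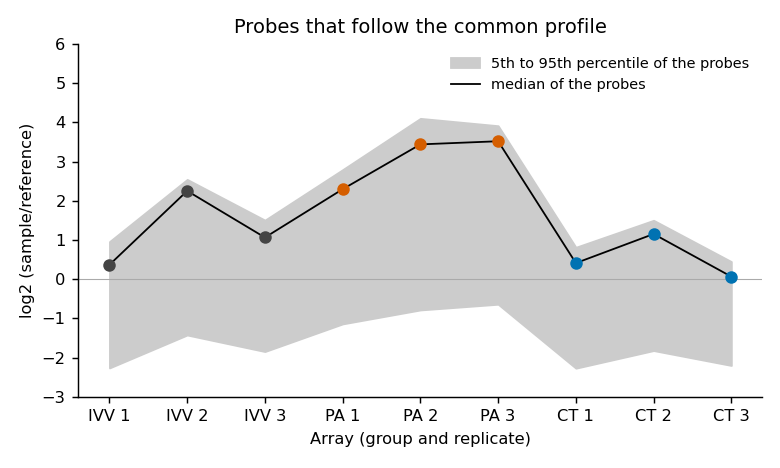
Log2 ratio of the 617 probes of the common profile on each of the 9 arrays, with the median as points and line and the 5th to 95th percentile as a band. The median lies at 2.30 or more on all PA HB arrays, and reaches 2.25 on IVV HB 2 while it is 0.37 on IVV HB 1.

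Comparison of PA HB with IVV HB addressed development without a paternal genome and in culture. The strongest rise was that of *AIF1*, a calcium-binding protein of macrophages, whose log2 ratio was 4.59 ± 0.52 in PA HB and 0.19 ± 0.24 in IVV HB (mean ± SD, n = 3), a 21-fold difference (limma, adjusted p = 1e-05). *SLC36A2*, an amino acid transporter, was 17.4-fold higher (log2 4.12, SE 0.52, adjusted p = 0.0017), and the calcium-binding *S100A11* 8.92-fold, although its IVV HB arrays spread with an SD of 1.33. *ECHDC1* (7.41-fold), the ribosomal protein gene *RPL23A* (6.92-fold), the cortisol-inactivating enzyme *HSD11B2* (6.42-fold), *RNASEH2C* (5.84-fold), the ferritin light chain *FTL* (5.49-fold), *ASAP3* (5.31-fold) and the tumour necrosis factor family ligand *CD70* (5.21-fold) completed the 10 largest rises. Among the falls, *CACYBP*, a partner of S100 proteins in ubiquitination, was 9.86-fold lower (log2 -3.30, SE 0.38, adjusted p = 0.0014) and *LRPAP1*, a chaperone of lipoprotein receptors, 6.61-fold lower. The exosome ribonuclease *DIS3L* (4.89-fold), the cystine transporter subunit *SLC3A1* (4.51-fold), *RHOQ* (4.4-fold), the ATP synthase subunit *ATP5G3* (4.38-fold), the prefoldin subunit *VBP1* (4.35-fold), the kinase *MAPKAPK2* (4.33-fold), ceruloplasmin *CP* (4.32-fold) and the mitochondrial *FASTKD3* (4.31-fold) fell as well. All 20 passed both thresholds without each array in turn, whereas *ASAP3*, whose probe follows the common profile, did not after quantile normalization (log2 1.37, adjusted p = 0.064) or scale normalization (1.40, 0.065).

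Gene lists for oxidative phosphorylation, protein folding and turnover, protein synthesis, splicing and beta-oxidation passed downward in PA HB at the preset correlation. Of 48 measured oxidative phosphorylation genes 14 fell and 0 rose, with a list median of -0.67 (camera, adjusted p = 1.7e-08; adjusted p = 0.29 with an estimated correlation), and the complex I subunits *NDUFA9* (-1.65) and *NDUFV2* (-1.35) were among them. Cytosolic chaperones behaved alike, with 5 of 25 lower, including *PTGES3* (-1.68) and *HSPA8* (-2.01), and a median of -0.67 (adjusted p = 1.7e-05; adjusted p = 0.29 with an estimated correlation). Of 47 mitochondrial ribosomal protein genes 6 fell, such as *MRPL1* (-1.37) and *MRPL51* (-2.01), with a median of -0.53 (6.3e-05; adjusted p = 0.29 with an estimated correlation). Proteasome subunits had 3 of 30 lower, with *PSMD14* at -1.10 (-0.99 after quantile normalization), and 1 higher (median -0.53, adjusted p = 9.3e-05; adjusted p = 0.29 with an estimated correlation). Of 45 ribosomal protein genes 8 fell, *RPL27* by 1.61 on the log2 scale, while *RPL23A* and *RPLP1* rose (list median -0.52, adjusted p = 0.00046; adjusted p = 0.5 with an estimated correlation). Translation factors had 6 of 32 lower, led by *EIF2S1* (-1.96), the alpha subunit of eIF2, and *EIF3A* (-2.03), and their list passed at 0.0024 (adjusted p = 0.29 with an estimated correlation). Splicing factors (4 of 28 lower, *SRSF11* at -2.10, and 1 higher) passed at 0.0027, and fatty acid beta-oxidation (3 of 19 lower and 1 higher) at 0.0035, with adjusted p = 0.3 and adjusted p = 0.29 with an estimated correlation. In beta-oxidation, *ACAA2* (-1.20) and *ACADM* (-1.55) were lower and *HADHA* (1.10) higher, but without PA HB 1, without PA HB 2, IVV HB 1 or IVV HB 3, and without PA HB 2, PA HB 3 or IVV HB 1, respectively, each lost its place (at most 0.039, with the change just under 2-fold, 0.067 and 0.11 for the adjusted p). Counts adjusted over the list alone were the same for these lists, except for 9 ribosomal protein genes lower and 1 mitochondrial ribosomal protein gene higher.

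The list of oocyte transcripts passed upward in PA HB at the preset correlation, although its median was still below the reference on each PA HB array. Of 25 such genes 9 rose and 0 fell, with a list median of 0.91 (camera, adjusted p = 3.1e-08; adjusted p = 0.3 with an estimated correlation), among them the germ cell transcription factor *FIGLA* (1.63, SE 0.20) and *ACCSL* (1.53, SE 0.31), the latter not after quantile normalization (0.79, adjusted p = 0.078). The common profile was present in 5 of these 25 genes, *GDF9* and *KPNA7* included, and the median without its probes was 0.53. Genes of leukocytes and macrophages had 3 of 16 higher, namely *AIF1*, the phosphatase *INPP5D* (2.13) and *CXCR4* (1.99), at adjusted p = 0.015 (adjusted p = 0.3 with an estimated correlation). Without PA HB 1 this list missed the threshold (0.056), and *CXCR4*, a profile gene, lost its place after quantile normalization (0.83, adjusted p = 0.3) and without IVV HB 1, IVV HB 3, PA HB 2 or PA HB 3 (at most 0.12). Of 15 apoptosis effectors 0 passed both thresholds, although the list median was -0.40 (0.047; adjusted p = 0.31 with an estimated correlation), and 6 of the 9 arrays moved it above the threshold when left out, to at most 0.12. These were all IVV HB arrays, PA HB 2, CT HB 1 and CT HB 2. With the replicate number as a block this list did not pass either (0.062). Counts adjusted over the list alone equalled those over all genes for these 3 lists.

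In total 578 of 7495 genes differed between PA HB and IVV HB, 325 higher and 253 lower in PA HB (limma), and 1040 passed the adjusted p alone. In 535 of the 578 the arrays of both groups did not overlap, which 30.8% of all genes showed against 10% by chance. The share higher among changed genes was 56.2%, against 37.7% of 316 genes after quantile normalization, 67.7% of 511 after scale normalization and 43.2% of 451 without common-profile probes. The count was 273 without IVV HB 1 and 342 without PA HB 2.

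Genes of interest to the study followed no single direction in PA HB. *HEY2*, a Notch target, was higher (log2 1.36, SE 0.25, adjusted p = 0.0063). For *HEY2* the study's text states the opposite direction on the array, and by quantitative PCR the study did not detect it in PA HB, CT HB or IVV HB. The Notch ligand gene *JAG1* did not pass (0.56, SE 0.20, adjusted p = 0.092), with probes at 2.17 (adjusted p = 0.0019), -0.10 and -0.40, and passed after scale normalization (1.41, 0.012). The study's text gives *JAG1*, too, as lower on the array, whereas by quantitative PCR it was detected there in PA HB and CT HB and not in IVV HB. *PSEN2*, a gamma-secretase subunit, stood at -0.40 (SE 0.15, adjusted p = 0.11), with probes at -1.01 (adjusted p = 0.0067) and 0.20. For *PSEN2* the study's text names both directions, and by quantitative PCR the study did not detect it in PA HB. The trophectoderm keratin *KRT18* fell (-1.12, SE 0.21, adjusted p = 0.0069), with probes at -1.72 and -0.52, and lay just inside 2-fold without IVV HB 3 (-0.99). Its partner *KRT8* was higher (1.09, SE 0.26, adjusted p = 0.02), but not after quantile normalization (0.34, adjusted p = 0.57), scale normalization (0.56, 0.26) or array weights (0.93), nor without IVV HB 1, IVV HB 2, PA HB 2 or PA HB 3 (at most 0.083). *GATA2*, a trophoblast transcription factor, did not differ (0.26, SE 0.35, adjusted p = 0.66). The study gives *GATA2* as lower in PA HB on the array and by quantitative PCR, and *KRT8* as lower there by quantitative PCR. By quantitative PCR it also gives *KRT18* as lower in PA HB and in CT HB. No value is given here for *NANOG*, *ANXA8* or *HES1*, which the study examined as well. Of the remaining genes, *NCSTN* (0.31), *KCTD3* (0.36), *DPP4* (-0.22) and *LGMN* (0.54) did not pass either, with adjusted p of 0.72, 0.26, 0.54 and 0.17, although *DPP4* fell after quantile normalization (-1.05, 0.014). The probes of *KCTD3* disagreed, at 1.77 (adjusted p = 0.0017), -0.22 and -0.49. Notch genes as a list showed 1 of 19 higher and a median of 0.04 (camera, adjusted p = 0.97), and trophectoderm genes 1 of 29 higher and 2 lower (0.59), with the same counts adjusted over the list alone.

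**Figure D3:**
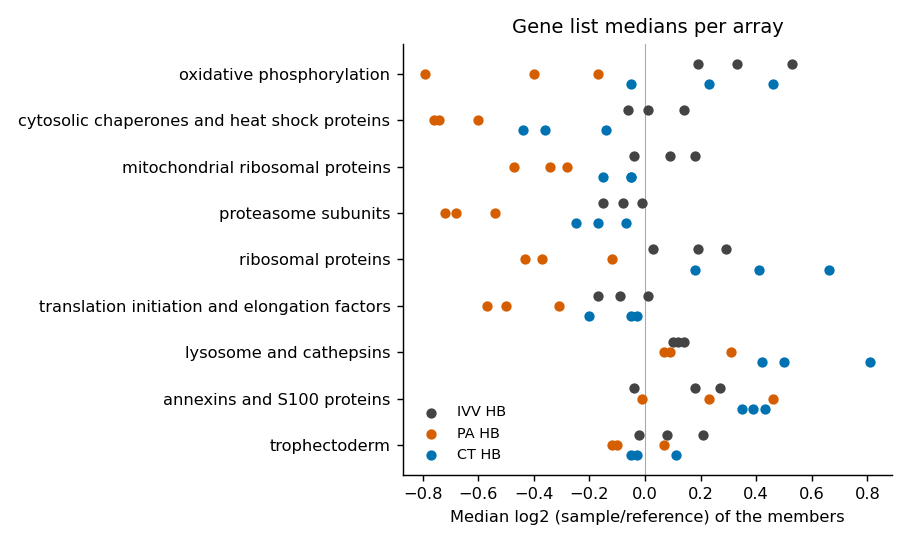
Median log2 ratio of the members of each gene list on each array, with 3 points per group in colour. The medians of oxidative phosphorylation lie from -0.79 to -0.17 in PA HB and from 0.19 to 0.53 in IVV HB, and those of lysosome and cathepsin genes from 0.42 to 0.81 in CT HB and from 0.10 to 0.14 in IVV HB.

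Comparison of CT HB with IVV HB asked the same of embryos made by nuclear transfer. *AIF1* was again the strongest rise, at 5.17 ± 0.22 in CT HB against 0.19 ± 0.24 in IVV HB (mean ± SD, n = 3), a 31.6-fold difference (limma, adjusted p = 2.6e-06). The cyclophilin *PPIC* was 7.5-fold higher (log2 2.91, SE 0.33, adjusted p = 0.0033). *INPP5D* (5.32-fold), *TXNIP*, an inhibitor of thioredoxin (4.33-fold), the cytokine *IL6* (4.3-fold) and the cathepsins *CTSK* (3.95-fold) and *CTSH* (3.68-fold) rose too, and these 7 genes passed both thresholds without each array in turn. Galectin 3 (*LGALS3*, 3.8-fold), *SNX33* (3.74-fold) and the chemokine *CXCL16* (3.66-fold) completed the 10 largest rises. Falls were few and small: *SLC3A1* was 2.93-fold lower (log2 -1.55, SE 0.28, adjusted p = 0.036), the thiolase *ACAA2* 2.27-fold, the ribosome recycling factor *ABCE1* 2.23-fold, *HNRNPAB* 2.07-fold and the mitochondrial *TMEM126A* 2.02-fold. *LGALS3* missed the threshold without CT HB 3 (1.56, adjusted p = 0.09). The remaining 7 genes did so without any 1 CT HB array and without IVV HB 3, at adjusted p of at most 0.18, and all but *ABCE1* without IVV HB 1. Without IVV HB 2 *SNX33*, *SLC3A1*, *ACAA2* and *ABCE1* did not pass, nor did *ACAA2* and *TMEM126A* without PA HB 2 or *HNRNPAB* and *TMEM126A* without PA HB 3.

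Lists of genes for lysosomes, membrane-binding calcium proteins and antioxidant defence passed upward in CT HB at the preset correlation, with few members changed singly. Of 23 lysosomal genes 4 rose and 0 fell, namely *CTSK*, *CTSH*, the thioesterase *PPT1* (1.23) and *CD63*, the last named after its value was seen, with a list median of 0.27 (camera, adjusted p = 1.4e-05; adjusted p = 0.16 with an estimated correlation). Of 16 annexin and S100 genes 3 rose, *ANXA2* (1.70), *ANXA1* (1.83) and *S100A10* (1.80), and *S100A11* stood at 2.60 (limma, adjusted p = 0.062). Adjusted over the list alone 5 rose (list median 0.30, camera, adjusted p = 7.2e-05, and adjusted p = 0.16 with an estimated correlation). Ribosomal protein genes had 37 of 45 members above IVV HB, of which *RPLP1* alone passed (1.07), with a median of 0.27 (4.1e-05; adjusted p = 0.48 with an estimated correlation). Antioxidant genes had 2 of 23 higher, the glutathione synthetase *GSS* (1.71) and *FTL* (1.48), at 0.011 (adjusted p = 0.34 with an estimated correlation). Of 16 autophagy genes 3 rose, *ULK1* (1.08), *GABARAP* (1.52) and *GABARAPL2* (1.09), at 0.049 with a median of 0.03 (adjusted p = 0.4 with an estimated correlation). Leukocyte and macrophage genes had *AIF1* and *INPP5D* higher among 16 and a median of 0.04 (0.027; adjusted p = 0.4 with an estimated correlation). Targets of the tumour suppressor p53 formed 2 lists. In the list of targets shared by PA HB and CT HB, 4 of 8 rose in CT HB, *IL6*, *CTSK*, *CTSH* and *PERP* (1.66), with a median of 0.91 (0.0045; adjusted p = 0.16 with an estimated correlation). Adjusted over the list alone 4 rose and 1 fell. That is not independent evidence, since the study chose this list on these samples. The same 4 genes rose in PA HB, by the same count adjusted over the list alone, where the list median was 0.78 (adjusted p = 0.063). A general list of p53 targets had 2 of 25 higher, *PERP* and *RPS27L* (1.20), and 4 adjusted over the list alone (median 0.08, 0.0045; adjusted p = 0.4 with an estimated correlation). *ANXA2*, *GSS*, *FTL* and *PERP* passed without each array in turn. *ANXA1*, *S100A10*, *PPT1*, *ULK1*, *GABARAP*, *GABARAPL2*, *RPLP1* and *RPS27L* missed the threshold without IVV HB 1, IVV HB 3 or CT HB 3 and without 1 to 4 more single arrays, at adjusted p of at most 0.24.

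Smaller downward shifts in CT HB concerned chaperones, splicing, DNA replication and mitochondrial translation, without a single changed gene. Medians were -0.29 over 25 chaperones (camera, adjusted p = 0.0014), -0.22 over 28 splicing factors (0.011), -0.16 over 23 DNA replication genes (0.011) and -0.12 over 47 mitochondrial ribosomal protein genes (0.049), with adjusted p = 0.4, 0.4, 0.4 and 0.49 with an estimated correlation. *HSP90AA1*, a cytosolic chaperone, stood at -1.05 (adjusted p = 0.054), and was the 1 chaperone lower when adjusted over the list alone, which added none for the other 3 lists or for the lysosomal, ribosomal, antioxidant, autophagy and leukocyte genes. Without IVV HB 1 the adjusted p was 0.065 for chaperones, 0.15 for splicing, 0.059 for replication, 0.53 for mitochondrial ribosomal proteins, 0.084 for antioxidant genes and 0.15 for leukocyte genes, and 6 lists in place of 12 passed. Other single arrays ended the calls of replication (CT HB 2, CT HB 3), mitochondrial ribosomal proteins (CT HB 1, CT HB 2), leukocyte genes (CT HB 3) and autophagy (IVV HB 1, IVV HB 3, PA HB 1, PA HB 2, CT HB 1 and CT HB 3, at most 0.11), and quantile normalization those of autophagy (0.099) and mitochondrial ribosomal proteins (0.08). With the replicate number as a block, autophagy (0.068), leukocyte genes (0.052) and mitochondrial ribosomal proteins (0.068) did not pass, nor did *ACAA2*, *HNRNPAB*, *TMEM126A*, *GABARAPL2* and *RPLP1* (at most 0.069).

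In total 49 genes differed between CT HB and IVV HB (limma), 43 higher and 6 lower in CT HB, and in all 49 the arrays of both groups did not overlap, which 19.2% of all genes showed against 10% by chance. The share higher was 87.8%, against 76.2% of 130 genes after quantile normalization, 73.3% of 105 after scale normalization and 71.1% of 114 with array weights. The count was 24 without IVV HB 1, 23 without IVV HB 3 and 20 without CT HB 3. The Notch, trophectoderm and other single genes compared above for PA HB did not change as means of their probes. *PSEN2* stood at -0.55 (SE 0.15, adjusted p = 0.16), with probes at -1.10 (adjusted p = 0.026) and 0.00, of which the first passed both thresholds. For *PSEN2* in CT HB the study gives a fall on the array and by quantitative PCR. In the same comparison stood *HEY2* at 0.07, *JAG1* at 0.35, *KRT18* at -0.21, *KRT8* at 0.48, *GATA2* at -0.15, *KCTD3* at 0.08 and *DPP4* at 0.39. *NCSTN*, a gamma-secretase subunit (1.15, adjusted p = 0.4), and *LGMN*, a lysosomal protease (0.88, 0.15), passed after quantile normalization (1.82 and 1.36, adjusted p = 0.046 and 0.037). *SLC36A2* (1.63, adjusted p = 0.23) passed without CT HB 1 (2.40, 0.011).

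Genes changed in both PA HB and CT HB numbered 21, with 18 higher and 3 lower in both and 0 in opposite directions. Apart from *AIF1*, the shared rises included *INPP5D*, *IL6*, *TXNIP*, *CTSK*, *CTSH*, *FTL*, *GSS*, *PERP*, the purinergic receptor *P2RX4* (2.02 in PA HB and 1.46 in CT HB), the tropomyosin *TPM4* (1.78 and 1.43), *TRAPPC5* (2.08 and 1.71) and the autophagy kinase *ULK1* (1.34 and 1.08). The shared falls were *SLC3A1*, *ACAA2* and *TMEM126A*. *IL6* and *CTSK* were higher in CT HB than in PA HB by 0.84 and 0.80 (adjusted p = 0.037 for both), and *FTL* and *ECHDC1* lower (-0.98, adjusted p = 0.0068, and -1.28, 0.0086), the latter turning to 0.19 (adjusted p = 0.8) after quantile normalization, whereas the other 17 did not differ at an adjusted p of 0.05. Independent lists of these sizes would share 1.86 higher and 0.2 lower genes. Simulated unchanged groups shared at most 0, which was nearly fixed in advance, since unchanged genes rarely pass both thresholds. That count therefore does not gauge the part of the shared IVV HB arrays. Fold changes of both comparisons correlated across genes at 0.253, below the 0.501 of unchanged groups that share the IVV HB arrays, while their covariance was 0.0528 against a simulated 0.0276. Without genes holding a common-profile probe the correlation was 0.411, still below 0.501, and the covariance 0.0769 against a simulated 0.0264. Part of the excess may come from the shared IVV HB arrays, which are too few to be divided. Changes in 1 group alone also lower a correlation, so a value below 0.501 does not decide whether changes are shared. The share higher was 85.7%, against 64.9% of 37 genes after quantile normalization and 70.2% of 47 after scale normalization, and 12 genes were shared without IVV HB 1 and 13 without CT HB 3. In CT HB, *TPM4*, *TRAPPC5* and *ULK1* each missed the threshold without 4 or more single arrays, IVV HB 1, IVV HB 2, CT HB 2 and CT HB 3 among them (at most 0.17), and *ECHDC1* without CT HB 2 or CT HB 3 (at most 0.087). In PA HB, *GSS* lay under 2-fold after quantile normalization (0.77) and without IVV HB 1 or PA HB 1, and *CTSK* without PA HB 3 (0.95).

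**Figure D4:**
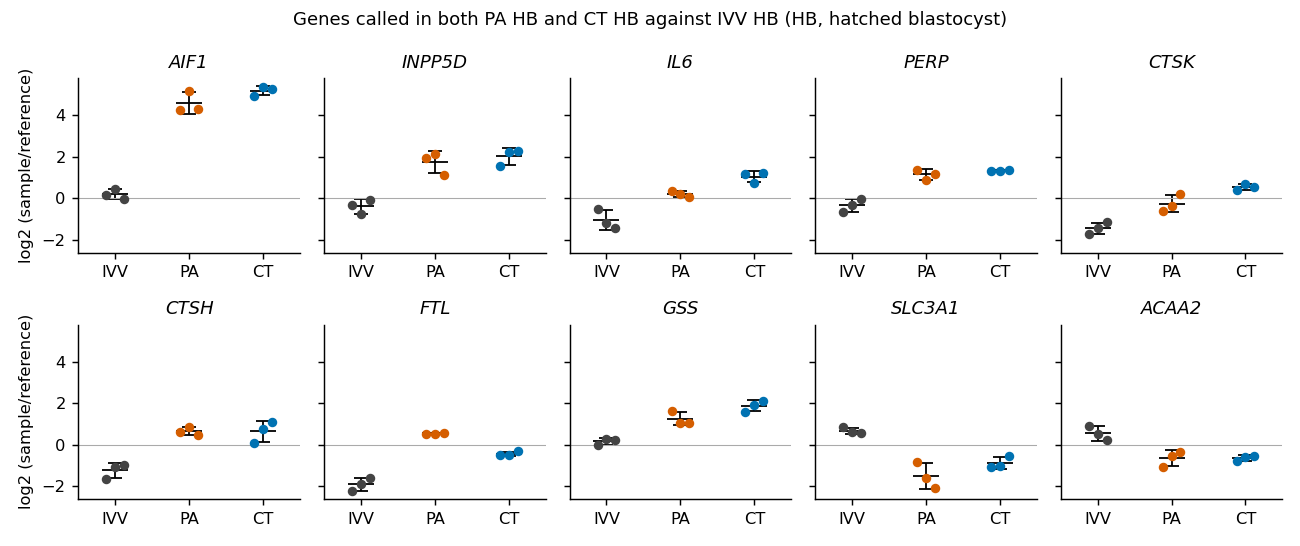
Log2 ratio of 10 of the genes changed in both PA HB and CT HB, with 1 point per array and the mean ± SD per group. In each panel all PA HB and CT HB arrays lie beyond the 3 IVV HB arrays, above them for 8 genes and below them for *SLC3A1* and *ACAA2*.

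Direct comparison of CT HB with PA HB set both kinds of manipulated embryo against each other. The cystathionine gamma-lyase *CTH* was 5.64-fold higher in CT HB (log2 2.5, SE 0.54, limma, adjusted p = 0.012), followed by *RHOQ* (5.3-fold), the golgin *GOLGA4* (5.04-fold), *VBP1* (4.81-fold) and *CACYBP* (4.64-fold). *CTH* missed the threshold without CT HB 1 or CT HB 3 (at most 0.055) and after quantile or scale normalization (0.051 and 0.06). The largest falls, of the cytokine subunit gene *IL12A* (8.25-fold), the retromer subunit *VPS26B* (7.96-fold), *LIPE* (7.81-fold), *FAM174A* (7.79-fold) and the homeobox gene *PBX2* (7.78-fold), all rested on probes of the common profile. *HEY2* was lower in CT HB than in PA HB (-1.29, SE 0.25, adjusted p = 0.0073), as was *SLC36A2* (-2.49, SE 0.52, 0.01), the latter not after quantile (-1.05, 0.35) or scale normalization (-1.49, 0.12). *KRT18* was higher by 0.92 (adjusted p = 0.014), short of 2-fold, with probes at 1.16 (0.015) and 0.67, and the remaining genes of interest did not pass, *KRT8* at -0.61, *JAG1* at -0.21, *PSEN2* at -0.15, *GATA2* at -0.42, *NCSTN* at 0.84, *KCTD3* at -0.28 (probes at -1.37, adjusted p = 0.0047, 0.31 and 0.23), *DPP4* at 0.61 and *LGMN* at 0.34.

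Of the 11 lists that passed between PA HB and IVV HB, 8 also passed between CT HB and PA HB, and splicing factors (camera, adjusted p = 0.36), beta-oxidation (0.081) and leukocyte genes (0.67) did not. Both comparisons share the PA HB arrays, so an effect of these arrays enters both, and the second is not independent evidence for the first. Of 45 ribosomal protein genes 13 were higher in CT HB than in PA HB, such as *RPL10A* (1.45) and *RPS21* (1.34), and 1 lower, with a median of 0.79 (camera, adjusted p = 3.1e-09). Oxidative phosphorylation had 8 of 48 higher, *NDUFA9* (1.53) and *NDUFA2* (1.20) among them, and 1 lower (median 0.47, 1.1e-06), and translation factors 5 of 32 higher, led by *EIF2S1* (1.62), at 0.0057. Oocyte transcripts had 14 of 25 lower, with *FIGLA* at -1.38 and the zona pellucida gene *ZP2*, on a common-profile probe, at -1.79, and a median of -1.14 (4.3e-09), which was -0.65 without common-profile probes. Proteasome subunits (2 of 30 higher and 1 lower, 0.0043), mitochondrial ribosomal proteins (4 of 47 higher, 0.011), lysosomal genes, which had not passed as a list between PA HB and IVV HB (1 of 23 higher, 0.021), chaperones (4 of 25 higher, 0.032) and apoptosis effectors (0 of 15, 0.05) passed too. With an estimated correlation none of the 9 lists passed, with adjusted p = 0.51 for chaperones and adjusted p = 0.44 for the other 8. Adjusted over the list alone, 14 ribosomal protein, 9 oxidative phosphorylation, 6 translation factor and 2 lysosomal genes were higher, and the other counts were the same. Lysosomal genes missed the threshold without CT HB 3 (0.067), chaperones without CT HB 3 or PA HB 1 (at most 0.1) and after quantile normalization (0.059), and apoptosis effectors without any 1 of 6 arrays (at most 0.22; all IVV HB arrays, PA HB 2, CT HB 2 and CT HB 3) and with the replicate number as a block (0.061).

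In total 583 genes differed between CT HB and PA HB (limma), 221 higher and 362 lower in CT HB, and in 574 of them the arrays of both groups did not overlap, which 31.2% of all genes showed against 10% by chance. The share higher was 37.9%, against 60.6% of 371 genes after quantile normalization, 26.0% of 523 after scale normalization and 54.5% of 402 without common-profile probes. The count was 326 without CT HB 3. Of 112 changed genes with several probes, 25 had a probe of opposite sign.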

Values the study reported

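The study reported 1492 genes differentially expressed in PA HB and 103 in CT HB, each relative to IVV HB. It counted 55 genes changed in both, of which 54 moved in the same direction. For *KRT18* on the array it gave a fold change of 0.3 in PA HB and 0.66 in CT HB. It listed 136 targets of the p53 network as changed in PA HB and 23 in CT HB, with 11 in common.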

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

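Leaving out the common-profile probes, and the alternatives for the direction of the ratios, were chosen after the data had been seen, and all other alternatives were planned. Genes higher or lower in PA HB than in IVV HB numbered 578. The count was 316 after quantile normalization (257 of them among the 578), 910 in a fit per probe, 1040 on the adjusted p alone, 266 at an adjusted p of 0.01, and from 273 (without IVV HB 1) to 755 (without PA HB 1) over the arrays left out. For CT HB against IVV HB, the count of 49 became 130 after quantile and 105 after scale normalization (both holding all 49), 114 with array weights, 76 without the least variable genes, 19 at an adjusted p of 0.01, and from 20 (without CT HB 3) to 73 (without PA HB 1). The 583 genes of CT HB against PA HB became 371 after quantile normalization (267 shared), 1081 on the adjusted p alone, 335 at 0.01, and from 326 (without CT HB 3) to 790 (without PA HB 1). The 21 genes changed in both became 37 after quantile and 47 after scale normalization, 41 with array weights, 39 without the least variable genes, 32 on the adjusted p alone, 12 at 0.01, and from 12 (without IVV HB 1) to 23 (without IVV HB 2). The thresholds themselves and the number of genes tested explain the counts at other thresholds and without the least variable genes. Leaving out an array of the group outside a comparison leaves its fold changes as they were. Such counts, as the 73 without PA HB 1, therefore moved only through the estimate of spread that all groups share. For the others the cause was not tested. Scale normalization gave 511 genes for PA HB against IVV HB, of which 277 were among the 578, so that a like count hid different genes.

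Of the gene lists, 11, 12 and 9 passed in the 3 comparisons, and 0, 0 and 0 did so with an estimated correlation. With fry, which does not compare a list with other genes, 17 passed for PA HB and 5 for CT HB against IVV HB. Over the arrays left out, 6 (without IVV HB 1) to 13 (without IVV HB 2) passed for CT HB against IVV HB, and the cause was not tested. Over 111 list results and 1776 alternatives, 92 lost and 23 gained the threshold and 0 reversed, and over 520 gene results and 8823 alternatives, 398 lost, 204 gained and 2 reversed. Between CT HB and PA HB *ECHDC1* turned from -1.28 to 0.19 after quantile normalization, and *UBE2L6* from -1.40 to 0.16 without the common-profile probes. The cause was not tested in either. Genes and lists that passed in neither setting counted as unchanged. For the direction of the ratios, the median of the oocyte transcripts minus that of the trophectoderm genes ranged from -2.46 to -1.65.

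The replicate number as a block gave 616, 56, 614 and 25 genes for the 3 comparisons and their overlap, with 576, 41 and 582 of the genes of the 3 comparisons shared. Of the lists, 10, 9 and 8 passed in place of 11, 12 and 9, and the cause was not tested. Whether the numbers pair the arrays stays open. Deviations from the group means of arrays with the same number correlated at 0.231, 0.140 and 0.018 for IVV HB and PA HB. They did so at 0.268, 0.333 and -0.008 for IVV HB and CT HB, and -0.048, 0.124 and -0.133 for PA HB and CT HB. Between arrays of different numbers the values ran from -0.194 to 0.094, from -0.443 to 0.239 and from -0.202 to 0.277. Without any probe missing, the alternative of complete probes changed nothing. Signal over background was not analysed here, so weak probes entered at full weight.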

Other observations

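The tests of cells of the blood lineage in the pools and of the spread of whole arrays, below, were chosen after the results had been seen, and the others before. Of 29 listed imprinted genes expressed from the paternal allele, which parthenotes lack, 10 were measured. These were not detectably lower in PA HB. Spot intensities were not used, so it was not shown that these genes are expressed in IVV HB, and their retention in parthenotes does not follow. Of 10 such genes 0 passed both thresholds against IVV HB (camera, adjusted p = 0.92, list median 0.05), with *PLAGL1* at 0.38 (SE 0.22), *DIRAS3* at -0.19 (SE 0.16) and *DOPEY2* at 0.27 (SE 0.23). Of 10 genes expressed from the maternal allele, which parthenotes hold on both chromosome sets, *TFPI2*, a protease inhibitor of trophoblast, rose (1.66, SE 0.31, limma, adjusted p = 0.0074), while the list did not pass (median 0.26, 0.19). In CT HB neither list changed (0.92 for both), with 0 of 10 members each, and *TFPI2* was lower in CT HB than in PA HB (-1.68, adjusted p = 0.0068).

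Lineage and cell cycle genes moved singly. The hypoblast factor *GATA6* rose in PA HB (2.06, SE 0.26, adjusted p = 0.0017) and was lower in CT HB than in PA HB (-1.55, 0.0054; -0.23 and 0.6 after quantile normalization), while the hypoblast list did not pass (1 of 16 higher, adjusted p = 0.44). Of 31 listed pluripotency genes 10 were measured, and 0 of these changed in PA HB (camera, adjusted p = 0.92) or CT HB (0.26). This does not address *NANOG*, which the study gives as lower in PA HB and for which no value is given here. In mitosis the anaphase activator *CDC20* (1.72, adjusted p = 0.0017) and *CENPF* (1.16), a common-profile gene, rose, and *CDCA3* (-1.05) fell with 1 more of 31 genes (list 0.19). In glycolysis the lactate dehydrogenase *LDHB* (-1.72, adjusted p = 0.0032) and the glucose transporter *SLC2A1* (-1.01) fell and *GAPDH* (1.43, 0.023) rose (list 0.97), and in the tricarboxylic acid cycle *IDH3A* (-1.41) and *SUCLA2* (-1.57) fell (2 of 12, list 0.1). Apart from leukocyte genes, 4 lists of markers of other cell types did not pass in PA HB: fibroblast genes 0.59, with *TAGLN* (2.16) and *VIM* (1.21) higher but not after quantile normalization (adjusted p = 0.061 and 0.091), cumulus and granulosa cells 0.3 with 0 of 14, red blood cells 0.073 with *EPB42* (2.19) higher among 6, and oviduct and uterine epithelium 0.31 with *OVGP1* (1.55) higher among 9. In CT HB none of the 4 lists passed (0.92, 0.92, 0.31 and 0.92). *VIM*, *OVGP1*, *CENPF*, *CDCA3*, *SLC2A1*, *GAPDH* and *SUCLA2* missed the thresholds without IVV HB 1 (adjusted p of at most 0.14), and all but *CENPF* also without PA HB 2 or PA HB 3. Of the 37 lists, 19 passed in no comparison.

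The count of changed genes for PA HB against IVV HB was 578 here. That is lower than the value quoted from the study above. For CT HB against IVV HB 49 genes changed here. That is lower than the value quoted from the study above. The number changed in both was 21 here, all in the same direction. That is lower than both values quoted from the study above. For *KRT18* in PA HB the fold change of the mean of its probes was 0.459 here. That is higher than the value quoted from the study above. Of its 2 probes, 26249 alone had a fold change of 0.3 in PA HB and 0.68 in CT HB, and averaging with the other (0.69 and 1.1) makes the difference. The counts here are of named genes. Counted per probe, 2260 passed both thresholds for PA HB against IVV HB and 123 for CT HB against IVV HB, of which 1276 and 59 were unnamed. Both probe counts are higher than the values quoted from the study above, so the direction of the difference depends on the unit counted.

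A first pattern was the common profile of 617 probes of unrelated genes, high in PA HB. Other probes of the same genes changed by a median of 0.06 (95% interval -0.01 to 0.15) where the profile probes changed by 1.84. Beside 16 probes called higher outside the profile, of like size, other probes changed by 0.15 (-0.13 to 0.42). A signal of the probes and not of their genes may thus be present. It cannot be told apart from a disagreement among probes called higher in PA HB at large. Probes called lower outside the profile were better matched. Their own median was -1.27, and other probes of their genes changed by -0.40, with 77.4% of the same sign. Among all probes called higher outside the profile that share was 66.7%. After quantile normalization their median change was 0.68 (SE 0.37) instead of 1.78, and 26 instead of 536 of them passed, which leaves a difference in scale between arrays open, since that method sets the highest values of all arrays equal. The profile ranged over 1.84 on the IVV HB arrays alone against a difference of 1.91 between PA HB and IVV HB, so membership in a group is at most a part of it. A response of parthenotes in these genes stays open as untested.

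A second pattern was the lower medians of gene lists for oxidative phosphorylation, protein synthesis and other housekeeping tasks in PA HB. A loss of contrast on PA HB arrays as a whole is argued against by their interquartile ranges, of which the lowest (0.85) exceeded the highest of IVV HB (0.67). Members already below the reference in IVV HB had a median change of -0.36, against 0.02 for other such genes. Of these members 91 of 124 (73.4%) were lower, which narrowly misses the bound of 3 in 4 set beforehand. All members were drawn from the 9 lists that passed downward in PA HB on these same arrays, apoptosis effectors included. Their fall beside other genes was therefore largely fixed by that choice. Array medians of proteasome subunits went from -0.15 to -0.01 in IVV HB to -0.72 to -0.54 in PA HB. Those of oxidative phosphorylation crossed 0, from 0.19 to 0.53 to -0.79 to -0.17. A pull toward 0 allows neither, which argues against it as the sole cause for these 2 lists. A part of it stays open. With the level of the common profile on each array as a covariate the difference of the mean of 285 members was -0.28 (95% interval -0.57 to 0) against -0.47 (-0.68 to -0.26) without it, and both levels opposed each other within groups (r = -0.69 over 9 arrays, exact permutation p = 0.069), so that the array effect behind the profile may carry part of the fall. A lower expression of these genes in parthenotes, or with culture or age, is a further open explanation that was not tested.

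The last pattern was *AIF1*, 21-fold higher in PA HB and 31.6-fold in CT HB on its 1 probe. Leukocytes or macrophages in the pools would bring their other transcripts as well. The other 14 listed genes outside the profile had median changes of 0.19 in PA HB and 0.04 in CT HB. As means of their probes, *INPP5D* alone passed in each, which argues against a joint rise of these genes. However, 1 probe of the leukocyte gene *CD86* passed both thresholds in PA HB (1.05) and CT HB (1.74). Its other probes lay from -0.91 to 0.91 and from -0.60 to 0.94. Weak probes were not set aside, so such cells are not excluded. A change of *AIF1* in manipulated or cultured embryos remains a hypothesis, for which a second probe or another assay was not analysed here.

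Other splits of the arrays gave smaller results. For each of the 3 comparisons, 1 of 10 splits of the 6 arrays into 3 and 3, the real one, gave as many changed genes (578, 49 and 583), the highest of the others being 0, and 1 of 10 gave as many gene lists (11, 12 and 9), the highest of the others being 8, 6 and 6. The splits are too few for a share under 0.05. For genes changed in both PA HB and CT HB, 1 of 100 groupings of the 9 arrays, the real one, reached 21 and the highest of the others was 9. A distinct PA HB would be enough for that, so these groupings do not test the overlap itself. For the CT HB part of the overlap the splits are too few, as above.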
